A study of Homo sapiens with 4 samples. Its data were reported in "The alanyl-tRNA synthetase AARS1 moonlights as a lactyltransferase to promote YAP signaling in gastric cancer" (2024).

How the data were processed

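RNA-seq was measured in 4 libraries of HGC27, a human gastric cancer cell line, with 2 libraries transfected with a small interfering RNA against AARS1 (siAARS1) and 2 control libraries. Groups and replicate numbers were taken from the sample titles. Per the labels, all cells were grown in medium without glucose and given 25 mM lactate for 24 h. The text of the study gives a different duration for this experiment, so the time under lactate is uncertain. Every library received lactate, so no comparison of lactate with no lactate was made.

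The authors deposited 1 table of 14431 genes with CPM values printed to a fixed number of decimals. The aligner, the counting program, the use of strand, the genome build and the gene annotation were not stated in the labels, the table or the text of the study read here. CPM is a read count scaled to the size of its library. It does not correct for gene length or GC content. Each of the 14431 genes had more than 1 CPM in at least 1 library, and 13169 genes had it in all 4, so genes below that level in every library were not analysed here. No gene of the mitochondrial genome was listed. The order of the rows followed the p-values of an edgeR test computed here (rank correlation across genes 0.981), so the table had been sorted by a test whose values were not used here.

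In each library the deposited CPM values were whole multiples of the value of 1 read, for 100% of the values. This gave 33522573 and 31138287 reads in control replicates 1 and 2, and 30653210 and 32995248 reads in siAARS1 replicates 1 and 2. The library size behind the CPM was 1.72% and 1.89% above these sums in the control libraries and 0.749% and 0.756% above them in the siAARS1 libraries. None of the 4 sizes was a whole number, so the authors' CPM included a scaling or reads that were not described. A count of 3 reads, the upper limit that 0 reads allow, equalled 0.0880 to 0.0971 CPM. Such limits cover counting error only, since reads are not independent molecules. Replicates were compared before they were averaged. The chi-square statistic per gene was 3.63 between the control libraries and 3.62 between the siAARS1 libraries, above sampling noise in both, and all 4 libraries were used as separate samples.

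The main test was limma 3.58.1 (eBayes with a trend, R 4.3.3) on log2(CPM + 1), with siAARS1 against control as the only term, for the 14199 genes with a mean of at least 1 CPM in 1 group. The design was chosen before the data were examined. The study describes a gene set enrichment analysis of these data, and the text read here names no test of single genes. Fold changes are on the log2(CPM + 1) scale, which understates the change of genes with low CPM. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. SD is over n = 2 libraries. The 7 gene lists fixed before the data were examined (YAP/TAZ targets, Hippo core, integrated stress response, other aminoacyl-tRNA synthetases, proliferation, interferon response and p53 targets) were tested with camera at an inter-gene correlation of 0.01, adjusted over the 7 lists. Of their members, 2 YAP/TAZ targets (ANKRD1 and NT5E) and 11 interferon response genes were not among the genes listed. The 7 lists shared 4 genes.

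The genes named in the text followed a rule fixed in advance. It covers AARS1, genes the study follows (AARS2, CCN2, CCN1, YAP1, TEAD1, SIRT1, KPNA4, EP300, XPO1 and MKI67), and the 5 largest rises and 5 largest falls. Those 10 genes needed an adjusted p-value under 0.05, both siAARS1 libraries on the same side of both controls, and a mean of at least 5 CPM in the higher group. Up to 3 called genes with the largest change were added from each list. Current symbols differ from those of the table for some genes, and both are given. Of the identifiers in the table, 96.9% were in the gene name table used here. Coordinates are those of GENCODE v29 on GRCh38, matched by gene identifier, and may not be those of the annotation the authors used.

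Transcript length, GC content and the coding sequence and 3' UTR of each gene were taken from GENCODE v29, for 97.2% and 83.9% of the listed genes respectively. They are those of 1 transcript per gene, the longest protein-coding one of the basic GENCODE set, or else the longest one. These cells may express other transcripts, so length and GC content may differ from those of the RNA measured. A pair of corrections, chosen after the data were seen, took out of each library the smooth trend of its deviation from the gene mean (mgcv 1.9.3), scaled for the pseudocount. The first used transcript GC content and length, and the second used the coding sequence and 3' UTR of protein-coding genes. Both take out any true change that follows these properties as well. The alternatives named before the data were examined were no filter, median scaling, the replicate number as a block and leaving out each library, for genes and lists. For genes they also were a pseudocount of 0.1, quantile normalization and a threshold of 0.01, which were added for the lists after the data were seen. For the lists they also were fry, camera with an estimated correlation and a minimum of 10 reads per library. Fits of the recovered reads with edgeR 4.0.16, DESeq2 1.42.0 and limma-voom were added after the data were seen. Annotation of the Hippo pathway and calls by the authors were planned as inputs and were not used here.

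The fits were tested on simulated reads drawn from the means, sizes and dispersions of the libraries, with 200 genes changed. limma called 198 of the 200 changed genes among 14007 genes tested, and 14 unchanged genes. With a trend on GC content and length added, limma called 9104 unchanged genes of 13672 genes tested. After the correction it called 12 unchanged genes, and 194 of 195 changed genes. The added trend was a smooth surface fitted to the observed fold changes, of the same form as the correction. Its removal was thus largely built in and does not show that the correction suits these libraries. Of 200 simulated lists with no shift, 4 had a camera p-value under 0.05. Those lists were random genes from reads simulated without a trend and independently for each gene. They do not test camera for lists whose members share GC content or vary together.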

Results

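RNA of HGC27 gastric cancer cells was sequenced in 2 control libraries and 2 siAARS1 libraries, all from cells given 25 mM lactate in medium without glucose. AARS1 encodes the cytosolic alanyl-tRNA synthetase, the enzyme that joins alanine to its tRNA. The comparison of the groups asked which transcripts changed when AARS1 was knocked down under lactate, and whether targets of YAP and TEAD, transcription regulators at the end of the Hippo pathway, were among them. The libraries held 30653210 to 33522573 reads in listed genes. At that depth 1 read equalled 0.0293 to 0.0324 CPM. The 10 most abundant genes took 5.58% to 6.25% of the CPM. Across genes, log2(CPM + 1) correlated with r = 0.997 within each group and with r = 0.942 to 0.950 between groups. Genes are not independent replicates, and these values describe the libraries only.

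The targeted gene was lower in both siAARS1 libraries. AARS1 (listed as AARS, ENSG00000090861; chromosome 16, 70252295 to 70289543, GRCh38) had 428 and 417 CPM in the control libraries and 292 and 298 CPM in the siAARS1 libraries. The means were 423 ± 7.79 (SD, n = 2) and 295 ± 3.90 CPM, a level 69.7% of control. The log2 fold change was -0.52 (SE 0.0357, limma adjusted p = 2.52e-11). Under the alternatives without a GC correction, median scaling moved it most, to -0.74. It was -0.30 after the GC content and length correction and -0.34 after the coding sequence and 3' UTR correction. Of the 500 genes nearest to AARS1 in GC content and length, 17.6% had a change as low. AARS2, the mitochondrial alanyl-tRNA synthetase (ENSG00000124608; chromosome 6, 44299654 to 44313326), had 35.3 ± 0.243 CPM in control and 32.1 ± 0.813 CPM in siAARS1 libraries. Its log2 fold change of -0.13 did not pass the threshold (limma adjusted p = 0.0606). It was lower and past the threshold under median scaling (-0.35), quantile normalization (-0.32), the replicate block (-0.13), and edgeR with the upper quartile (-0.23) or library size only (-0.15). The corrections turned it to 0.20 (GC content and length) and 0.19 (coding sequence and 3' UTR), past the threshold in that direction.

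Both YAP-TEAD target genes that the study measured by PCR were lower in siAARS1. CCN2 (listed as CTGF, ENSG00000118523; chromosome 6, 131948176 to 131951373) had 8.39 and 8.64 CPM in control and 2.17 and 2.50 CPM in siAARS1 libraries, from 286, 274, 67 and 83 reads. Its log2 fold change was -1.51 (SE 0.125, limma adjusted p = 5.54e-10). CCN1 (listed as CYR61, ENSG00000142871; chromosome 1, 85580761 to 85583962) had 29.7 and 31.2 CPM in control and 14.8 and 13.1 CPM in siAARS1 libraries. Its log2 fold change was -1.08 (SE 0.0789, limma adjusted p = 7.11e-11). For both genes the difference between groups exceeded the spread between replicates. The pseudocount of 0.1 moved CCN2 to -1.83 and median scaling moved CCN1 to -1.30. The corrections gave -1.33 and -1.27 for CCN2 and -0.90 and -0.87 for CCN1, in the same order as for AARS2.

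**Figure D1:**
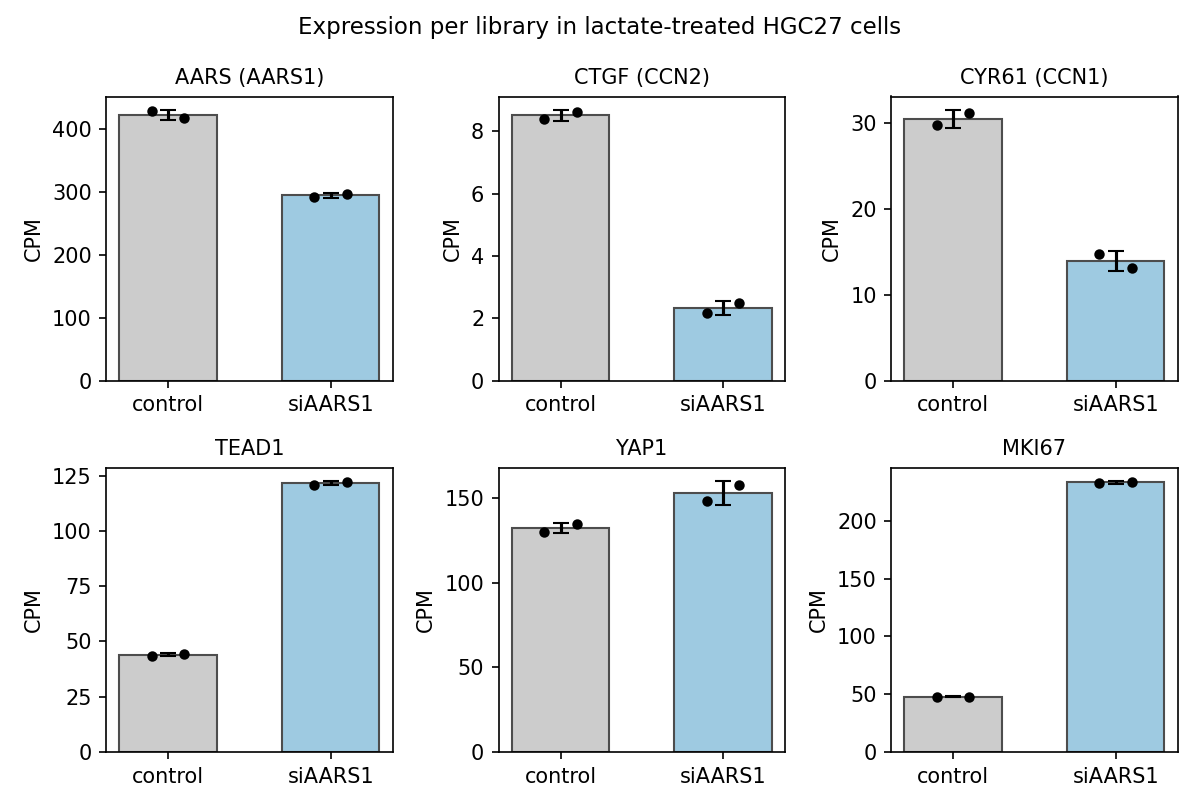
Expression in CPM (vertical axes, each from 0) of 6 genes in control and siAARS1 libraries, with bars for the mean, error bars for the SD (n = 2) and points for single libraries. AARS, CTGF and CYR61 sit lower in both siAARS1 libraries, with AARS at 69.7% of its control mean, while TEAD1, YAP1 and MKI67 sit higher, and the rise of YAP1 is absent after median scaling or the GC corrections.

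Genes encoding other proteins the study follows were mostly higher. TEAD1 (ENSG00000187079; chromosome 11, 12674591 to 12944483) rose from 43.9 ± 0.605 to 122 ± 0.858 CPM (SD, n = 2), a log2 fold change of 1.45, which was 0.35 after the GC content and length correction and 1.24 after the coding sequence and 3' UTR correction. MKI67 (ENSG00000148773; chromosome 10, 128096659 to 128126385), a marker of cycling cells, rose from 47.6 ± 0.429 to 233 ± 1.04 CPM, a log2 fold change of 2.27 (limma adjusted p = 1.49e-20). The log2 fold changes were 1.60 for XPO1, 1.17 for SIRT1, 1.01 for KPNA4 and 0.44 for EP300, all with a limma adjusted p-value under 0.05. YAP1 rose from 132 ± 3.09 to 153 ± 6.91 CPM, a log2 fold change of 0.21 (limma adjusted p = 0.000212). After median scaling it was -0.01 and not past the threshold (limma adjusted p = 0.797). It stayed higher and past the threshold after quantile normalization (0.20). The same held in edgeR with the upper quartile (0.12), library size only (0.19), TMM (0.25) and RLE (0.26). The corrections reversed it, to -0.31 (GC content and length) and -0.09 (coding sequence and 3' UTR), both past the threshold. In that order the corrections gave 0.60 and -0.50 for XPO1, 0.43 and 0.51 for SIRT1, -0.34 and -0.26 for KPNA4, 0.59 and 0.05 for EP300, and 2.01 and 1.29 for MKI67. Of these only the value of 0.05 was not past the threshold.

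Most genes differed between the groups. Of 14199 genes tested, 10032 had a limma adjusted p-value under 0.05, with 4633 higher and 5399 lower in siAARS1. Higher genes made up 46.2% of the calls. Median scaling gave the largest change of this split, to 3306 higher and 8173 lower genes, or 28.8% higher. The median log2 fold change of all genes was -0.05 on the deposited CPM and -0.27 after median scaling. At least 2-fold, 1741 genes were called, of which 1509 were higher and 232 lower, or 86.7% higher. That share was 66.0% after median scaling. On the recovered reads, edgeR called 9826 genes, and 2455 of them at least 2-fold. In 85.1% of the genes the 2 groups did not overlap, where chance gives 33.3%. After the GC content and length correction 9114 of 13819 genes were called, and 731 of them at least 2-fold, with 445 higher and 286 lower. The coding sequence and 3' UTR correction left 297 genes at least 2-fold, with 140 higher and 157 lower.

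On the log2(CPM + 1) scale the 5 largest rises that met the naming rule were STAG2 (17.1 to 166 CPM), SLITRK6 (8.45 to 86.2 CPM), FAM208B (12.7 to 117 CPM), TEX15 (5.68 to 56.2 CPM) and LTN1 (4.20 to 43.1 CPM). Their log2 fold changes lay between 3.08 and 3.20. STAG2 (ENSG00000101972; chromosome X, 123960212 to 124422664) had the highest of them, with a SE of 0.0575 and a limma adjusted p = 7.64e-21. After the GC content and length correction the 5 rises lay between 1.45 (TEX15) and 2.10 (FAM208B), and after the coding sequence and 3' UTR correction between 0.31 (TEX15) and 1.64 (SLITRK6). The largest fall on this scale was in TXNIP (ENSG00000117289), from 74.2 ± 0.386 to 10.00 ± 0.538 CPM (SD, n = 2), a log2 fold change of -2.77 (SE 0.0673, limma adjusted p = 5.02e-19). Its identifier was not in the annotation used here, so no coordinates or correction are given. In fold of mean CPM the fall of ELF3 (10.2-fold) was larger than that of TXNIP (7.42-fold). HSPA6 fell from 22.4 to 3.39 CPM, ELF3 from 6.96 to 0.681 CPM, C11orf53 from 9.08 to 1.28 CPM and GRIN3B from 7.71 to 1.21 CPM. HSPA6 has close copies in the genome, and GRIN3B overlaps TMEM259 on the other strand, as STAG2 overlaps TENM1, so their values are uncertain where reads could be split. The falls of these 4 genes lay between -2.11 and -1.66 after the GC content and length correction and between -2.07 and -1.61 after the coding sequence and 3' UTR correction.

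The fold changes followed the GC content and the length of the transcripts. Across 13819 genes, the rank correlation of the log2 fold change was -0.66 with GC content and 0.31 with length. The median log2 fold change was 0.77 in the GC quintile with the lowest GC content (27.8% to 41.3%) and -0.30 in the quintile with the highest (58.9% to 75.2%). In the lowest quintile it rose from 0.35 in the shortest tertile of transcripts to 1.08 in the longest tertile. In the highest quintile these medians were -0.29 and -0.28. Of 1483 genes at least 2-fold higher with a GC value, 98.1% lay in the lower 2 quintiles of GC content, against 3.95% of 228 genes at least 2-fold lower.

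**Figure D2:**
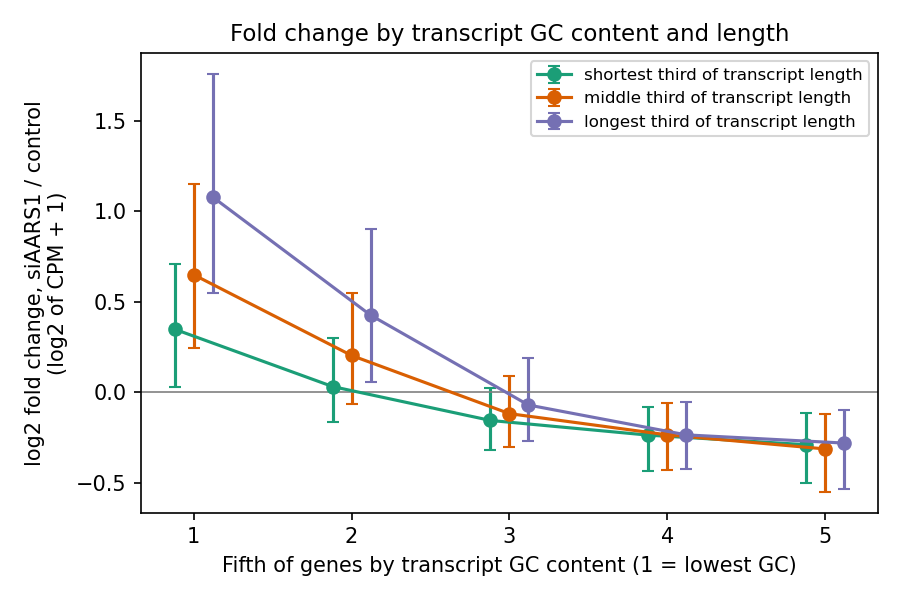
Median log2 fold change of siAARS1 over control (vertical axis, log2 of CPM + 1) in quintiles of genes by transcript GC content (horizontal axis), drawn for tertiles of transcript length, with bars for the quartiles. In the lowest GC quintile the medians run from 0.35 to 1.08 with length, and in the highest GC quintile they meet near -0.3.

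The YAP/TAZ target list asked whether targets of YAP and TAZ were lower as a set. CCN2 and CCN1 are members of it, and the other members were not tested without them. Of 20 members tested, 13 were lower and 7 higher. The median log2 fold change was -0.37, which lay -0.32 from the median of all genes, and the list did not pass the threshold (camera in limma, adjusted p = 0.114). By gene, 18 members were called over all genes, 12 of them lower, and 18 were called adjusted over the list alone. The members called with the largest change were CTGF, CYR61 and IGFBP3, at -1.51, -1.08 and -0.91. After the GC content and length correction 17 of 20 members were lower, and the list lay -0.33 from the median of all genes (camera in limma, adjusted p = 0.00286). The coding sequence and 3' UTR correction left 15 of 20 members lower, at a distance of -0.24 (camera in limma, adjusted p = 0.0137). Both tests used the preset correlation of 0.01. An estimated correlation was not tried on corrected values.

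Of the 7 lists only the integrated stress response passed the threshold in the main test. Its 31 members had a median log2 fold change of -0.29, with 24 lower and 7 higher, and lay -0.24 from the median of all genes (camera in limma, adjusted p = 0.0217). With an estimated correlation it did not pass (adjusted p = 0.426, limma). It passed under fry (adjusted p = 0.0013, limma), which compares members with 0 and not with other genes, and so did 5 other lists. Of its members, 27 were called over all genes and 29 adjusted over the list alone. SLC7A11 and SESN3 were higher (1.74 and 1.23) and GDF15, which is also a p53 target, was lower (-1.18). The corrections gave 0.11 and 0.75 for SLC7A11, -0.30 and 0.05 for SESN3 and -0.94 and -0.90 for GDF15 (GC content and length first, coding sequence and 3' UTR next). SLC7A11 passed the threshold under the latter only, and SESN3 under the former only.

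The other 5 lists did not pass the threshold in the main test. Distances from the median of all genes were 0.26 for Hippo core, 0.12 for proliferation, 0.12 for other aminoacyl-tRNA synthetases, 0.20 for interferon response and -0.21 for p53 targets. Their camera adjusted p-values in limma were 0.127, 0.0778, 0.287, 0.927 and 0.187. With an estimated correlation none of the 7 lists passed. The distance for interferon response was 0.33 without control replicate 2, and that for other aminoacyl-tRNA synthetases was 0.08 without control replicate 1. Calls over all genes and adjusted over the list alone were both 21 of 24 in Hippo core, 20 of 30 in proliferation, 16 of 19 in other synthetases, 15 of 19 in interferon response and 17 of 20 in p53 targets.

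Single members of these lists changed far more than their medians. TAOK1, MOB1B and TEAD1 in Hippo core had log2 fold changes of 2.62, 1.81 and 1.45. They were at 1.20, 0.29 and 0.35 after the GC content and length correction and at 1.22, 0.93 and 1.24 after the coding sequence and 3' UTR correction. MOB1B shares its locus with DCK on the same strand. TOP2A, KIF11 and MKI67 in proliferation were at 3.01, 2.32 and 2.27, while the lowest member was at -0.41. The corrections lowered these genes to 1.85, 1.21 and 2.01 (GC content and length) and to 0.95, 0.40 and 1.29 (coding sequence and 3' UTR). EPRS, LARS and IARS were at 2.45, 1.04 and 0.93, and the corrections in that order gave 1.92 and 0.88 for EPRS, 0.29 and -0.34 for LARS and 0.51 and -0.14 for IARS. IFI44L, BST2 and DDX60 were at 1.32, -1.29 and 1.05. RRM2B was at 1.39 and CDKN1A at -1.19. IFI44L (0.05), DDX60 (0.26) and RRM2B (0.25) no longer passed the threshold after the GC content and length correction. With the other correction they were at 0.14, -0.41 and 0.56, all past it. BST2 and CDKN1A stayed lower and past the threshold under both, with -0.87 and -0.89 for CDKN1A.

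**Figure D3:**
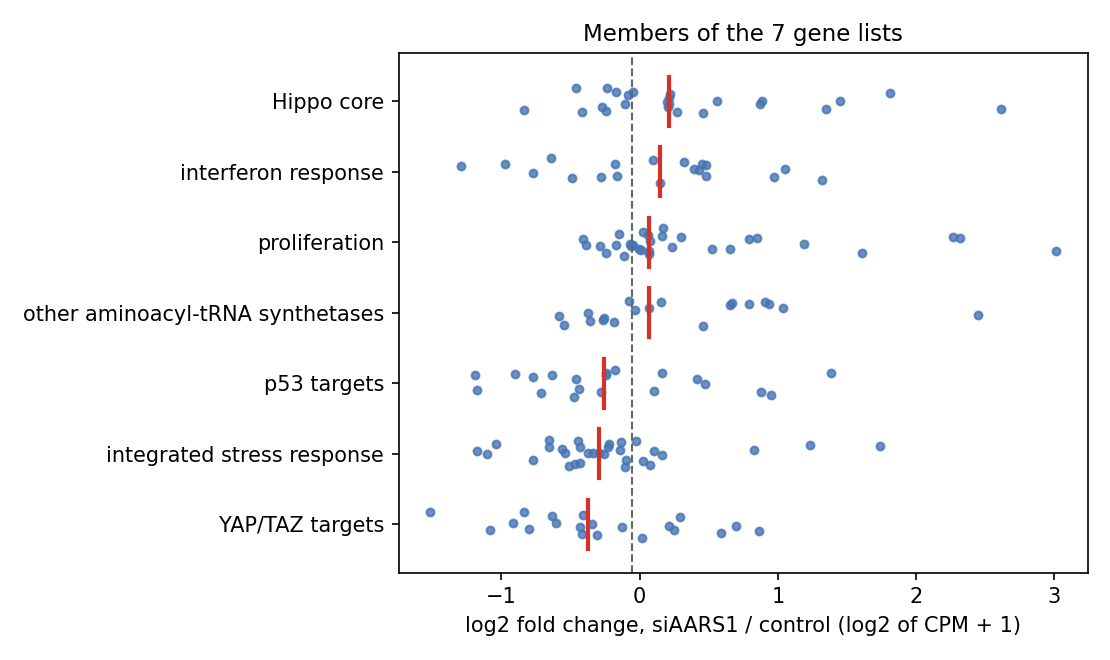
Log2 fold changes of siAARS1 over control (horizontal axis, log2 of CPM + 1) for the members of 7 gene lists, one point per gene, with a red bar at the median of each list and a dashed line at the median of all genes (-0.05). Medians run from -0.37 in YAP/TAZ targets to 0.21 in Hippo core, and every list holds members on both sides of the dashed line.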

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

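AARS1, CCN2 and CCN1 were lower and past the threshold under every alternative with a test. AARS1 ranged from -0.74 to -0.30, and across fits that each left out one library from -0.54 to -0.50. CCN2 ranged from -1.96 to -1.27, and from -1.59 to -1.44 across those fits. CCN1 ranged from -1.30 to -0.87, and from -1.16 to -0.995 across those fits. At least 10028 of the 10032 called genes kept their direction in each of these fits, and 1637 to 1709 of the 1741 genes at least 2-fold changed stayed so. The cause of the changes below was not tested unless stated.

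The number of called genes stayed within 1.5 times of 10032 under all alternatives. The share of higher genes was 37.0% under quantile normalization, 28.8% under median scaling and 47.9% at a threshold of 0.01. Median scaling shifts every gene of a library alike and so moves this split. On the recovered reads, added after the data were seen, the share was 50.2% in limma with TMM, 50.3% in edgeR with TMM (50.3% without a filter and 50.3% with at least 10 reads in every library), 52.0% with RLE, 44.7% with library size only, 38.1% with the upper quartile, 54.0% in DESeq2 and 50.3% in limma-voom. It was 49.5% with the GC content and length correction (49.5% with the block as well) and 52.2% with the coding sequence and 3' UTR correction. Genes at least 2-fold changed fell to 731 with the first correction, alone or with the block, and to 297 with the second. The same 12002 genes without the second correction gave 1630.

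The replicate numbers are shared by the groups, but the labels do not state that they mark pairs. The running numbers in the library names put each siAARS1 library next to the control with the same replicate number, which leaves pairing possible. Deviations of same-numbered libraries correlated at 0.111 across genes. With the replicate block 10389 genes were called. Proliferation, 0.12 from all genes, then passed the threshold (camera in limma, adjusted p = 0.0266, against a range of 9.7e-05 to 0.426 over its alternatives), as did AARS2. Of the other lists and named genes none changed its call.

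Among the lists, values are distances from the median of all genes. For the lists a pseudocount of 0.1, quantile normalization and a threshold of 0.01 were added after the data were seen. Under fry, which compares members with 0 and so says little where most genes are called, the lists that newly passed were Hippo core (0.26), other synthetases (0.12), p53 targets (-0.21), proliferation (0.12) and YAP/TAZ targets (-0.32). The integrated stress response (-0.24) no longer passed at 0.01 or with an estimated correlation, and neither did it with the coding sequence and 3' UTR correction (-0.086). Proliferation passed under quantile normalization (0.23) and TMM (0.12). With the GC content and length correction, alone or with the block, proliferation (0.23), YAP/TAZ targets (-0.33) and other synthetases (0.20) passed and interferon response reversed (-0.0084). With the coding sequence and 3' UTR correction proliferation (0.15) and YAP/TAZ targets (-0.24) passed, while interferon response (-0.067) and other synthetases (-0.088) reversed.

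Across the fits that each left out one library, distances ran from 0.22 to 0.28 in Hippo core, -0.36 to -0.29 in YAP/TAZ targets, -0.25 to -0.22 in the integrated stress response, 0.19 to 0.33 in interferon response, 0.082 to 0.15 in other synthetases and -0.28 to -0.18 in p53 targets.

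Among single genes YAP1 reversed under the GC content and length correction (-0.31, also with the block) and the coding sequence and 3' UTR correction (-0.095). So did AARS2 (0.20, 0.20 with the block, and 0.19) and KPNA4 (-0.34, -0.34 with the block, and -0.26). SESN3 (-0.30) reversed under the first correction, with or without the block. Median scaling shifts all genes alike and put YAP1 at -0.013, not past the threshold (limma adjusted p = 0.797). Under the second correction XPO1 (-0.50), LARS (-0.34), IARS (-0.14) and DDX60 (-0.41) reversed. Of other comparisons for single genes, 9 became weaker and 5 stronger.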

Other observations

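All tests in this part were chosen after the results were seen. The fold changes followed transcript GC content and length, which is a pattern over most of the transcriptome and not over a pathway. Length alone is argued against, since within transcript length deciles the rank correlation of fold change with GC content had a median of -0.63 and stayed between -0.76 and -0.35. GC content alone is argued against as well, because in the quintile of genes with the lowest GC content the fold change followed length at a partial rank correlation of 0.39 (95% bootstrap interval 0.36 to 0.43). Few reads are no sufficient reason, since the decile of genes with the highest mean showed -0.57. An effect that needs translation is not the whole of it, since 365 lincRNA genes showed -0.41 (95% bootstrap interval -0.50 to -0.32).

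Loss of alanyl-tRNA synthetase might be thought to act through the alanine content of proteins. Of the 20 amino acids, alanine had the most negative rank correlation with the fold change, -0.34 over 12002 genes. With GC content and length of coding sequence and 3' UTR taken out by rank it was 0.0050, the 12th lowest of 20. Little association of alanine content with the fold change was thus left beyond these properties. Alanine codons are rich in G and C, which ties alanine content to GC content. Taking out the GC content of the coding sequence therefore also takes out any effect of alanine content that follows it. For this reason the test cannot decide whether alanine content is part of the origin of the trend.

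What stays open is library preparation or RNA quality that differed between the groups, and a biological response of long AT-rich transcripts in siAARS1 cells. Whether such a response came through the loss of AARS1 or through the siRNA treatment otherwise cannot be told from these groups. These cannot be told apart here, because the labels name no batch and all siAARS1 libraries are on one side. The running numbers in the library names alternate between the groups, which does not say how or when the libraries were prepared. Within groups the slope on GC content was 2.93% of the slope between groups for the control pair and 10% for the siAARS1 pair. A candidate explanation of either kind would need to act on both siAARS1 libraries alike. Libraries prepared again from the same RNA in mixed order would test library preparation only, and would leave RNA quality and a biological response open.

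The falls of CCN2 and CCN1 were not removed with this trend. Their log2 fold changes were -1.33 and -0.90 after the GC content and length correction and -1.27 and -0.87 after the coding sequence and 3' UTR correction, all past the threshold in limma, which argues against the trend as their whole cause. Of the 500 genes nearest to each in GC content and length, 0.6% and 1.0% had a change as low. AARS1 was at -0.30 and -0.34 after these corrections and past the threshold under both, which argues in the same way against the trend as the whole cause of its fall. The fall is less distinct among similar genes, since 17.6% of its 500 nearest genes had a change as low and 9114 of 13819 genes were still called after the first correction. The fall of AARS1 RNA by 30.3% does not give the amount of protein left.

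The lists were read against the same trend. YAP/TAZ targets lay -0.33 from the median of all genes after the GC content and length correction and passed the threshold under both corrections, and 0 of 10000 random lists matched on GC content and length had a median as low. The trend as whole cause is argued against for this list, and a lower YAP-TEAD output is one hypothesis for it. Hippo core fell to a distance of 0.0046 and passed under neither correction, at the 74.8th percentile of matched lists, which is consistent with its rise of 0.26 being part of the trend. The integrated stress response lay at -0.15 and passed under the first correction only, while its median was at the 1.36th percentile of matched lists, outside their central 95%. These values point in different directions, so for this list a trend on coding sequence and a lower stress response cannot be told apart. No rise of this list, as uncharged tRNA might give, was seen.

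The proliferation list, at 0.12 from the median of all genes, had not passed in the main test. With the trend taken out it lay 0.23 (GC content and length) and 0.15 (coding sequence and 3' UTR) from that median and passed the threshold under both corrections (camera in limma, adjusted p = 0.000127 and 0.0137, with a range of 9.7e-05 to 0.426 over all alternatives). After the first of them 24 of 30 members were higher. Before correction its median of 0.07 was at the 90.9th percentile of matched lists, whose median was -0.04, and within their central 95%. The corrections and the matched lists point in different directions. Whether the trend is the whole cause of this distance is therefore not settled. TOP2A, KIF11 and MKI67 were at 1.85, 1.21 and 2.01 after the first correction and at 0.95, 0.40 and 1.29 after the second. RNA levels of cell cycle genes do not measure growth.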
